A study of Drosophila melanogaster with 11 samples. Its data were reported in "Dynamics and stage-specificity of between-population gene expression divergence in the Drosophila melanogaster larval fat body" (2023).

How the data were processed

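The deposited table held read counts per gene for 11 libraries of larval fat body, 1 column per library, for 13931 genes. According to their methods, the authors selected poly-A RNA, sequenced paired reads on an Illumina instrument, mapped them to a FlyBase transcriptome with NextGenMap, discarded read pairs that fitted more than 1 gene or transcript, and summed the counts over the transcripts of a gene. The counts were not normalised before they were deposited. The table also held a deposited length per gene, whose handling of isoforms is not stated and which was used only to match genes by length. Libraries were grouped by the strain in their labels, which gave 2 libraries each for MU10, MU12, MU17 and MU26 and 3 for MU14.

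Gene names and positions came from the Ensembl annotation of BDGP6.54. Of the 13931 genes 13843 were matched by FlyBase identifier and 83 by CG number, 5 kept their CG number, 3 had a chromosome that differed between the table and the annotation, and 6 shared a symbol with another gene. Because ambiguous read pairs were discarded, counts of near-identical copies are uncertain.

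Total counts were 49582725 and 35748897 in MU10, 39808125 and 35780347 in MU12, 35945293, 38321327 and 39878246 in MU14, 41331149 and 40569870 in MU17, and 36336048 and 34631482 in MU26. Genes with a mean of at least 15 counts per library were tested, which left 8415 and removed 5516. Counts were scaled by TMM factors and fitted with edgeR (version 4.0.16, R 4.3.3) with 1 coefficient per strain, the common biological coefficient of variation was 0.225, and quasi-likelihood tests were made across the 5 strains, in each of the 10 pairs, and in each strain against the mean of the others, with Benjamini-Hochberg adjustment at a false discovery rate of 0.05 within each test. A gene set a strain apart when it was called in the same direction in all 4 pairs with that strain. The separation of strains was tested by an exact permutation of the 11 libraries among groups of the same sizes, on Euclidean distances of log2 CPM with a prior count of 2.

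The comparisons, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named, for each strain, the 3 higher and 2 lower genes with the largest smallest log2 difference over its 4 pairs among genes that set it apart and had at least 10 CPM in a strain, the 10 genes with the widest range among the 200 most abundant that passed the test across strains, the 10 candidate genes, up to 4 members per list that passed with the widest range (the 2 most abundant where none passed), and for each pair the gene with the largest difference in each direction among called genes with at least 10 CPM in the higher strain. Of these genes the text gives a part. Lists covered antimicrobial peptides, bomanins with daishos, baramicins and IM genes, Turandot peptides, immune signalling, storage proteins, lipid storage, fatty acid synthesis, glycogen and trehalose, glycolysis, insulin and growth, oxidative phosphorylation, ribosomal proteins, proteasome, autophagy, ecdysone response, heat shock proteins, P450 genes, glutathione transferases, UDP-glycosyltransferases, the study's candidate genes, and markers of haemocytes, salivary gland, midgut, muscle, epidermis and cuticle, nervous system, Malpighian tubule, prothoracic gland, female germ line, testis and male dosage compensation. Lists with at least 3 tested members were tested with camera of limma (version 3.58.1) at a preset correlation of 0.01 between genes and again with an estimated correlation, and adjusted over all lists and strains. After the results were seen, the members of each called list were also set against the 50 tested genes outside the list nearest in length or in expression level. The report gives the medians that moved by over 1.5 times. For MU17 it also gives the length-matched medians of ribosomal proteins, oxidative phosphorylation and the proteasome.

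A gene with 0 counts in a strain was compared at a floor of 3 counts over the libraries of the strain, between 0.0251 and 0.0497 CPM, and floors cover counting error only. Over all tested genes together, replicates of a strain differed by more than counting error, with a chi-square per degree of freedom of 54.0 to 332. Abundant genes weigh most in this value, so it does not cover genes with few counts. The model was tested on simulated counts for 8415 genes of which 200 were changed. For MU12 against MU10 it recovered 64 of 100 genes changed 2-fold and 94 of 100 changed 4-fold with 0 false calls among 158, for genes setting MU12 apart 50 and 93 of 100 with 0 false calls among 143, and for the test across strains 5 of 146 calls were false. The simulated counts gave each gene the same dispersion in every strain and had no outlying library. The false calls therefore do not measure the errors in the real libraries.

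Alternatives were size factors of the RLE method, upper-quartile scaling, no filter, edgeR's filterByExpr, DESeq2 (version 1.42.0), limma-voom, the replicate number as a block, thinning to the smallest total, leaving out the 20 most abundant genes, each library or strain MU17, a minimum absolute log2 difference of 1, and for the distances the Spearman correlation or the 500 most variable genes. Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for tables, permutations and plots. Several list members, sop, Glycogenin, Tor, nos, roX1, roX2 and phm, were not analysed here.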

Results

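Gene expression was measured by poly-A RNA-seq in the fat body, the larval storage and metabolic organ, of female late wandering larvae of 5 isofemale strains from a German population. An isofemale strain descends from a single wild-caught female. Strains MU10, MU12, MU17 and MU26 had 2 libraries each and MU14 had 3, which made 11 in all. Total counts per library ranged from 34631482 to 49582725 with a median of 38321327, and between 10591 and 11871 of the 13931 genes had at least 1 count. The hexamerin receptor gene Fbp1 alone held 16.6% to 28.7% of the counts of a library, and the 20 most abundant genes together held at most 50.9%. The 23 Y-linked genes of the table together had 3 to 17 counts per library. The study calls the replicates biological, and each was a separate pool of dissected fat bodies. Gene positions refer to the Release 6 assembly (BDGP6.54), and values are given as normalised counts (CPM) after TMM scaling, as mean ± SD over the libraries of a strain.

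The first question was how much expression varied among strains relative to replicates. The fat body makes larval storage proteins in large amounts. Fbp1 (FBgn0000639, chromosome 3L, 14094589 to 14098053) ranged from 174436 CPM ± 19144 (SD, n = 2) in MU12 to 323401 CPM ± 9074 (SD, n = 2) in MU26 and was higher in MU26 by 0.89 ± 0.10 (SE) on the log2 scale, with an adjusted p of 0.00062 by edgeR's quasi-likelihood test. Lsp2, a hexamerin, was 23194 CPM ± 27.4 (SD, n = 2) in MU10 against 44624 CPM ± 1464 (SD, n = 2) in MU12 (edgeR's log2 difference 0.94 ± 0.13 (SE), adjusted p = 0.0018). Fbp2 was 19516 CPM ± 1362 (SD, n = 2) in MU17 and 33590.0 CPM ± 2303 (SD, n = 2) in MU26 (edgeR's log2 difference 0.78 ± 0.11 (SE), adjusted p = 0.0019). Of the 6 storage protein genes, 3 passed the test across all 5 strains and 3 did when adjusted over the list alone, and no strain's list was called by camera.

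Among the 200 most abundant genes, 155 passed edgeR's test across all strains, and the 10 with the widest range between strains included genes of iron transport, detoxification and immunity. CG2233 showed a split of the strains, with 23188 CPM ± 779 (SD, n = 2) in MU10, 16708 ± 1461 in MU14 and 24085 ± 1709 in MU26 against 3144 ± 569.8 in MU12 and 3015 ± 1011 in MU17 (edgeR's log2 difference 3.00 ± 0.23 (SE), adjusted p = 0.00012 for MU26 over MU17). Arc1, a homologue of the neuronal capsid-forming Arc genes, reached 4724 CPM ± 1511 (SD, n = 2) in MU12 and was higher there and lower in MU26, at 323 ± 82.7, than in each other strain, with edgeR's largest adjusted p at 0.00075 and 0.021. The transferrin gene Tsf1 was 6111 CPM ± 577 (SD, n = 3) in MU14 and 815 CPM ± 441 (SD, n = 2) in MU26 (edgeR's log2 difference 2.91 ± 0.47 (SE), adjusted p = 0.0041). Hsp27, a small heat shock protein gene, was 1415 CPM ± 289 (SD, n = 2) in MU26 and 299 CPM ± 55.4 (SD, n = 3) in MU14 (edgeR's log2 difference 2.24 ± 0.33 (SE), adjusted p = 0.0026). Cyp6d5 was 1615 CPM ± 322 (SD, n = 2) in MU12 and 213 CPM ± 114 (SD, n = 2) in MU26, and Adhr was 2358 CPM ± 344 (SD, n = 2) in MU10 and 487 CPM ± 43.8 (SD, n = 2) in MU26, with edgeR's adjusted p of 0.00062 and 0.0063. GstE3, which has similar neighbouring copies and uncertain counts, was 1610.5 CPM ± 399 (SD, n = 3) in MU14 and 233 CPM ± 143 (SD, n = 2) in MU17 (edgeR's log2 difference 2.79 ± 0.53 (SE), adjusted p = 0.0092). CG9812 ranged from 254 CPM ± 105 (SD, n = 2) in MU17 to 4315 CPM ± 2263 (SD, n = 2) in MU26 (edgeR's log2 difference 4.09 ± 0.81 (SE), adjusted p = 0.0096), and without MU17 replicate 1 the adjusted p was 0.064. The remaining 2 of the 10, the immune-induced genes Drs and Bbd, are given with MU17.

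In total 4063 of the 8415 tested genes (48.3%) differed among the 5 strains by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4925 had an unadjusted p below 0.05, and 5037 genes (59.9%) differed between at least 1 pair of strains, or 2781 where a log2 difference of at least 1 in size was required. Each pair was adjusted on its own, so the false discovery rate of 0.05 does not cover the genes called in at least 1 pair. Libraries of the same strain lay closer together than libraries of different strains. The mean Euclidean distance of log2 CPM was 49.4 within strains (39.4 to 60.9, 7 pairs) and 96.1 between strains (83.6 to 119, 48 pairs), and the difference of 46.7 was larger than in any other of the 17325 ways to divide the 11 libraries into groups of these sizes (exact permutation test, 1-sided p = 5.77e-05, the smallest possible, with the highest other division at 33.0). Within strains the distance was largest for MU17 (60.9), followed by MU12 (57.0) and MU26 (56.8), and was 45.1 for MU10 and a mean of 42.0 for MU14. The first 4 principal components held 26.1%, 21.7%, 18.9% and 16.1% of the variance.

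**Figure D1:**
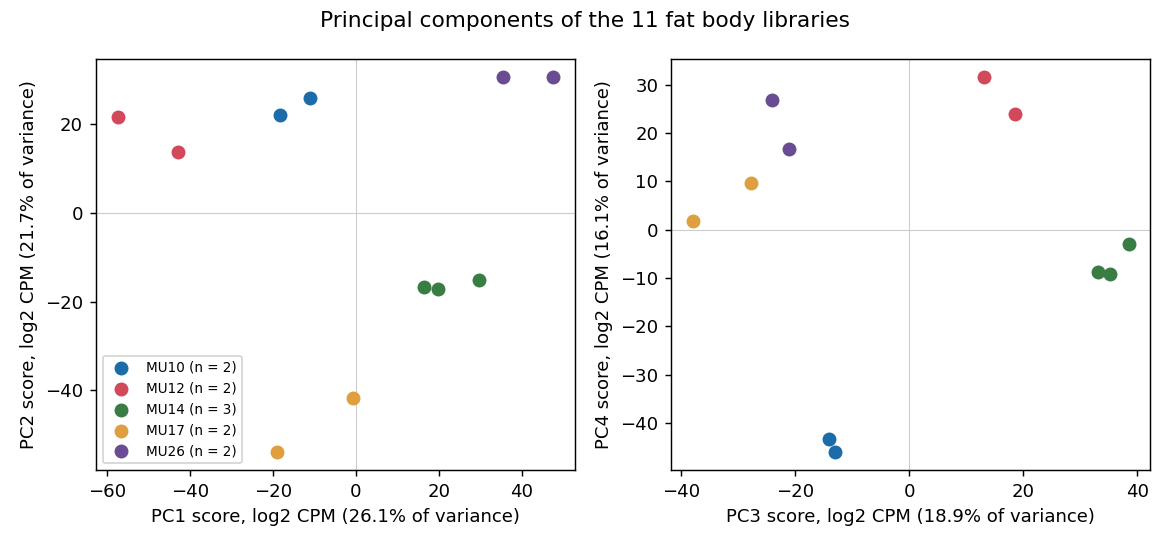
Principal component analysis of log2 CPM of 8415 genes, with 1 point per library coloured by strain and each axis giving a component's score and its percentage of the variance. Components 1 and 2 hold 26.1% and 21.7% of the variance, components 3 and 4 hold 18.9% and 16.1%, and libraries of a strain lie near each other.

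The next question was which genes differed in each of the 10 pairs of strains, and calls were made by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within the pair. The widest difference in each direction is given among called genes with at least 10 CPM in the higher strain. Between MU10 and MU12 the widest differences were CG4250 (FBgn0034761, chromosome 2R, 22663692 to 22664474), at 40.1 CPM ± 0.465 (SD, n = 2) in MU10 and 0.167 ± 0.0706 in MU12, and CG15728 (FBgn0030409, chromosome X, 12624292 to 12628445), at 0.0363 ± 0.00973 in MU10 and 583 CPM ± 35.2 (SD, n = 2) in MU12. Lsp2 and the respiratory chain gene Cyt-c1 were also higher in MU12, Cyt-c1 at 49.7 ± 0.929 against 31.2 ± 2.33 CPM (edgeR's log2 difference 0.67 ± 0.11 (SE), adjusted p = 0.0034). 1650 genes differed, 802 higher in MU10 and 848 higher in MU12, and 803 of them by at least 2-fold. The count was 779 without MU10 replicate 1 and 746 without MU10 replicate 2. MU10 exceeded MU14 in the cuticle gene Cpr49Ac, at 8569 ± 156 against 3328 ± 620.1 CPM (edgeR's log2 difference 1.36 ± 0.15 (SE), adjusted p = 0.00058), and in the maltase gene Mal-A6, at 621 ± 5.06 against 234 ± 12.6 CPM (edgeR's log2 difference 1.41 ± 0.17 (SE), adjusted p = 0.0011). The widest differences of this pair were mthl8, a methuselah-like receptor gene with 0 counts in MU14 and 12.0 CPM ± 1.24 (SD, n = 2) in MU10, at least 478-fold higher, and CG43133, with 0 counts in MU10 and 33.9 CPM ± 13.0 (SD, n = 3) in MU14, at least 907-fold higher. 1615 genes differed, 805 higher in MU10 and 810 in MU14, 889 of them by at least 2-fold. With upper-quartile scaling, which moved the median of all genes to -0.14 on the log2 scale, 31.8% of the called genes were higher in MU10 against 49.8% here. The count was 589 without MU10 replicate 1, 728 without MU10 replicate 2, 957 without MU14 replicate 1 and 1046 without MU14 replicate 2. Between MU10 and MU17, the mannosidase gene LManII was higher in MU10 at 3754 ± 215 against 1209.9 ± 49.2 CPM (edgeR's log2 difference 1.63 ± 0.12 (SE), adjusted p = 0.00015), as were the P450 gene Cyp304a1 at 173 ± 10.6 against 3.54 ± 0.444 CPM (edgeR's log2 difference 5.61 ± 0.46 (SE), adjusted p = 0.00020) and the autophagy gene Atg7 at 242 ± 30.5 against 101 ± 13.4 CPM (edgeR's log2 difference 1.27 ± 0.20 (SE), adjusted p = 0.0040). Ugt37A3 was higher in MU17, at 166 ± 8.397 against 2.61 ± 0.156 CPM (edgeR's log2 difference 5.99 ± 0.42 (SE), adjusted p = 9.3e-05). The widest differences were CG30428, with 0 counts in MU17 and 12.6 ± 1.03 CPM in MU10, at least 382-fold higher, and PH4alphaPV, given with MU17. 1596 genes differed, 775 higher in MU10 and 821 in MU17, 899 of them by at least 2-fold, and the count was 658 without MU10 replicate 1, 663 without MU10 replicate 2, 1021 without MU17 replicate 1 and 806 without MU17 replicate 2. GstE11 and the prophenoloxidase gene PPO2 were higher in MU10 than in MU26, at 30.5 ± 5.15 against 2.00 ± 0.223 CPM and 42.1 ± 17.9 against 4.99 ± 1.63 CPM (edgeR's adjusted p = 6.5e-05 and 0.0021), and Cyp6a13 was higher in MU26, at 61.8 ± 9.31 against 0.215 ± 0.0290 CPM (edgeR's log2 difference 8.16 ± 0.33 (SE), adjusted p = 6.1e-06). Cyp6a17 and CG32302, the widest differences of the pair, were at 11.5 ± 3.14 and 0.0108 ± 0.0153 CPM in MU10 and at 0 counts and 10.6 ± 10.4 CPM in MU26, and the adjusted p of CG32302 was 0.0014 by edgeR's test and 0.095 with limma-voom. 1307 genes differed, 719 higher in MU10 and 588 in MU26, 709 of them by at least 2-fold, and the count was 538 without MU10 replicate 1, 548 without MU10 replicate 2 and 664 without MU26 replicate 1. Upper-quartile scaling put 49.0% of the called genes higher in MU10 against 55.0% here.

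Glyp, the glycogen phosphorylase gene, was higher in MU12 than in MU14, at 103 ± 37.7 against 29.3 ± 7.16 CPM (edgeR's log2 difference 1.81 ± 0.28 (SE), adjusted p = 0.0025), as was Pfk, a glycolytic kinase gene, at 41.6 ± 13.5 against 11.2 ± 3.19 CPM (edgeR's log2 difference 1.89 ± 0.27 (SE), adjusted p = 0.0018). The fatty acid synthase gene FASN1 was higher in MU14, at 486 ± 92.6 against 128 ± 11.6 CPM (edgeR's log2 difference 1.92 ± 0.23 (SE), adjusted p = 0.00086), and so was the growth regulator Myc, at 11.4 ± 0.737 against 4.22 ± 0.291 CPM (edgeR's log2 difference 1.44 ± 0.19 (SE), adjusted p = 0.0012). CG15728 and CG43133 had the widest differences, at 583 ± 35.2 against 0.0332 ± 0.0133 CPM and at 0.0136 ± 0.0192 against 33.9 ± 13.0 CPM. 2234 genes differed, the highest count of the 10 pairs without a fold limit, 1114 of them higher in MU12 and 1120 in MU14. By at least 2-fold 1054 differed, below the 1101 between MU12 and MU26. With upper-quartile scaling 37.8% were higher in MU12 against 49.9% here, and the count was 1341 without MU12 replicate 2 and 1458 without MU14 replicate 1. Atg1, the kinase that starts autophagy, was higher in MU12 than in MU17, at 414 ± 59.3 against 131 ± 25.8 CPM (edgeR's log2 difference 1.66 ± 0.20 (SE), adjusted p = 0.0011), and the Toll pathway transcription factor gene dl was higher in MU17, at 172 ± 2.37 against 30.002 ± 4.47 CPM (edgeR's log2 difference 2.52 ± 0.23 (SE), adjusted p = 0.00030). CG15728 and PH4alphaPV were the widest differences. 1770 genes differed, 894 higher in MU12 and 876 in MU17, 975 of them by at least 2-fold, 50.5% higher in MU12 here and 47.2% with upper-quartile scaling, and the count was 1070 without MU12 replicate 2, 1125 without MU17 replicate 1 and 905 without MU17 replicate 2. The desaturase gene Desat1 was higher in MU26 than in MU12, at 947 ± 91.8 against 94.3 ± 52.5 CPM (edgeR's log2 difference 3.33 ± 0.36 (SE), adjusted p = 0.00045), as was the perilipin gene Lsd-1, at 3181 ± 379 against 899.7 ± 259 CPM (edgeR's log2 difference 1.82 ± 0.21 (SE), adjusted p = 0.00062). The insulin-like peptide gene Ilp6 was also higher in MU26, at 1019 ± 76.6 against 407 ± 70.5 CPM (edgeR's log2 difference 1.32 ± 0.17 (SE), adjusted p = 0.0010), while Cth was higher in MU12, at 495 ± 10.4 against 94.0 ± 7.93 CPM (edgeR's log2 difference 2.40 ± 0.27 (SE), adjusted p = 0.00051). The widest differences were CG15728 and CG4250, the latter at 42.6 ± 16.0 CPM in MU26. 2108 genes differed, 1109 higher in MU12 and 999 in MU26, 1101 of them by at least 2-fold, and the count was 1307 without MU12 replicate 2 and 1356 without MU26 replicate 1.

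MsrA, a methionine sulfoxide reductase gene, was higher in MU14 than in MU17, at 466 ± 97.9 against 140.5 ± 8.41 CPM (edgeR's log2 difference 1.73 ± 0.27 (SE), adjusted p = 0.0040), and GstE1 was higher in MU17, at 54.3 ± 1.24 against 1.29 ± 0.335 CPM (edgeR's log2 difference 5.39 ± 0.34 (SE), adjusted p = 4.3e-05). The cuticle gene Cpr31A and mthl8 had the widest differences, Cpr31A at 43.97 ± 11.1 CPM in MU14 and 0.0424 ± 0.0600 in MU17 and mthl8 at 0 counts in MU14 and 12.7 ± 0.543 CPM in MU17. 1395 genes differed, 690 higher in MU14 and 705 in MU17, 729 of them by at least 2-fold. With upper-quartile scaling 60.4% were higher in MU14 against 49.5% here, and the count was 785 without MU14 replicate 1, 868 without MU14 replicate 2, 674 without MU17 replicate 1 and 775 without MU17 replicate 2. Between MU14 and MU26, the germ line gene aub was higher in MU14, at 2.63 ± 0.770 against 0.596 ± 0.00860 CPM (edgeR's log2 difference 2.13 ± 0.32 (SE), adjusted p = 0.0030), and the peptidoglycan recognition gene PGRP-SB1 was higher in MU26, at 364 ± 101 against 18.9 ± 9.64 CPM (edgeR's log2 difference 4.27 ± 0.64 (SE), adjusted p = 0.0029). CG43133, at 0.0173 ± 0.0245 CPM in MU26, and mthl8, at 13.2 ± 1.28 CPM in MU26, had the widest differences. 1675 genes differed, 888 higher in MU14 and 787 in MU26, 804 of them by at least 2-fold. With upper-quartile scaling 67.6% were higher in MU14 against 53.0% here, and the count was 1029 without MU14 replicate 1, 1005 without MU14 replicate 2, 829 without MU26 replicate 1 and 957 without MU26 replicate 2. SdhA, a succinate dehydrogenase subunit gene, was higher in MU26 than in MU17, at 46.9 ± 0.102 against 10.4 ± 0.456 CPM (edgeR's log2 difference 2.18 ± 0.11 (SE), adjusted p = 7.5e-06), and so was the triglyceride lipase gene bmm, at 168 ± 48.5 against 59.6 ± 0.144 CPM (edgeR's log2 difference 1.49 ± 0.28 (SE), adjusted p = 0.0074). The muscle gene bt was higher in MU17, at 69.0 ± 7.95 against 11.4 ± 1.46 CPM (edgeR's log2 difference 2.60 ± 0.31 (SE), adjusted p = 0.0010). CG30428 and CG9928 were the widest differences, and CG9928, at 19.6 ± 24.6 CPM in MU17 and 0 counts in MU26, had an adjusted p of 0.013 by edgeR's test, which was 0.053 without MU26 replicate 1 0.057 without MU26 replicate 2 and 0.29 with limma-voom. 1762 genes differed, 940 higher in MU17 and 822 in MU26, 933 of them by at least 2-fold, and the count was 987 without MU17 replicate 1, 1133 without MU17 replicate 2, 1170 without MU26 replicate 1 and 973 without MU26 replicate 2.

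The last question was what set each strain apart from the other 4. A gene was counted as setting a strain apart when edgeR's test called it in the same direction against every other strain, and each gene list was tested in the strain against the mean of the other 4 with limma's camera. Of 135 combinations of 27 lists and 5 strains, camera called 28 at its preset correlation and 0 with an estimated correlation, where 3 had an unadjusted p below 0.05 and the smallest adjusted p was 0.992, and it called 43 with no filter on low counts. Set medians, means and test directions differed in sign in 21 combinations, 0 of them called, and no called list changed the sign of its median under any alternative tried. List members are given as higher or lower where edgeR called them in the strain against the mean of the others.

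**Figure D2:**
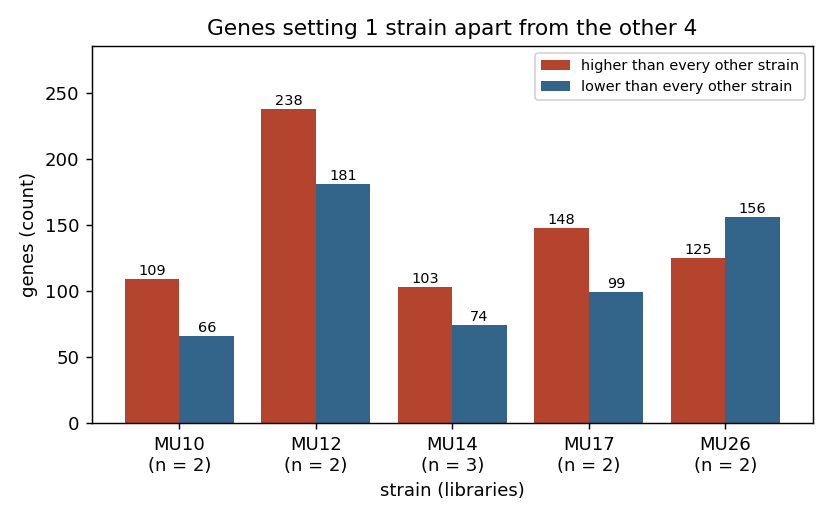
Number of genes, on the vertical axis, that edgeR called higher (red bars) or lower (blue bars) in 1 strain than in each of the other 4, for the 5 strains with their number of libraries. MU12 has the most with 238 higher and 181 lower, and in MU26 alone do lower genes (156) outnumber higher ones (125).

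In MU10, CG10738 (FBgn0036368, chromosome 3L, 13450770 to 13465539) was at 26.2 CPM ± 0.787 (SD, n = 2) and at most 0.184 CPM elsewhere, and CG43235 (FBgn0262880, chromosome 2L, 7693030 to 7693821) at 13.4 CPM ± 3.38 (SD, n = 2) against at most 1.22 CPM, higher by at least 3.45 on the log2 scale. The cell surface protein gene dpr12 (FBgn0085414, chromosome 2R, 5804712 to 5860831) differed between the 2 libraries, at 4.95 and 34.0 CPM, against at most 0.978 CPM elsewhere. The transcription factor gene slbo (FBgn0005638, chromosome 2R, 24331522 to 24334307) had 0 counts in MU10 and was at least 22.1-fold higher in each other strain. With limma-voom the adjusted p was 0.19 for dpr12 over MU26 and 0.091 for slbo in MU12 over MU10, against 0.0029 and 0.0034 by edgeR's test. Haemocyte markers were higher as a group in MU10, with 4 of 8 higher and 0 lower (7 higher when adjusted over the list alone) and a median log2 difference of 0.89 (camera's adjusted p = 0.0047, lost with an estimated correlation at unadjusted p = 0.17). Among them the crystal cell genes PPO2 and PPO1 were at 42.1 ± 17.9 and 25.8 ± 13.1 CPM in MU10. Without MU10 replicate 1 this median was 0.47 with camera's adjusted p at 0.099. Salivary gland markers were lower, 5 of 7 by edgeR's test (7 adjusted over the list alone), with a median of -3.70, or -3.65 with the member at 0 counts put at its floor (camera's adjusted p = 6.9e-05, lost with an estimated correlation at unadjusted p = 0.081). The glue protein gene Sgs3 was 0.796 ± 0.127 CPM in MU10, and Sgs1 had 0 counts. Midgut markers had a median of 1.01, with 2 of 6 higher and 1 lower (4 and 1 adjusted over the list alone, camera's adjusted p = 0.047, lost with an estimated correlation at unadjusted p = 0.048). The members that were higher were LManII at 3754 ± 215 and Mal-A6 at 621 ± 5.06 CPM, and whether their RNA came from fat body or midgut was not tested. The call was lost without MU14 replicate 1 (camera's adjusted p = 0.067) or MU14 replicate 2 (0.060) and with no filter on low counts (0.055). It was also lost without MU10 replicate 2, although the median was 1.02. In total 175 genes set MU10 apart, 109 higher and 66 lower, or 83 where each log2 difference had to be at least 1 in size, and the count was 64 without MU10 replicate 1 and 68 without MU10 replicate 2.

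MU12 expressed several genes that were near the detection limit in the other strains. CG15728 was at 583 CPM ± 35.2 (SD, n = 2) against at most 0.0363 CPM, Frq1, which encodes a neuronal calcium sensor (FBgn0030897, chromosome X, 18155369 to 18174744), at 146 CPM ± 59.8 (SD, n = 2) against at most 0.210 CPM, and ss, the transcription factor gene spineless (FBgn0003513, chromosome 3R, 16374434 to 16403690), at 95.7 CPM ± 3.50 (SD, n = 2) against at most 0.145 CPM. CG4250 was at 0.167 CPM ± 0.0706 (SD, n = 2) against at least 26.4 CPM, and its adjusted p for MU17 over MU12 was 0.0018 by edgeR's test and 0.081 with limma-voom. Heat shock genes were lower, 12 of 16 by edgeR's test and 0 higher (13 lower when adjusted over the list alone), with a median log2 difference of -3.27 (camera's adjusted p = 2.6e-10, lost with an estimated correlation at unadjusted p = 0.066). Hsp70Bbb (FBgn0051354, chromosome 3R, 12502510 to 12504856) was 1.97 CPM ± 0.866 (SD, n = 2) in MU12 against at least 70.5 CPM elsewhere, and Hsp70Ab and Hsp70Ba were at 4.44 ± 1.66 and 0.881 ± 0.248 CPM. The Hsp70 copies are nearly identical and ambiguous read pairs were discarded, so the counts of the copies and their sum are uncertain. The sum was 16.7 and 8.88 CPM in the MU12 libraries against 223 to 1091 CPM in the others. The 2 libraries differed in other members, with Hsp27, which edgeR did not call in MU12 against the mean of the others, at 1172 CPM in replicate 1 and 486 CPM in replicate 2. The summed level of the list was 9222 and 3563 CPM in them, against 6218 to 14984 CPM in the other libraries. P450 genes were higher, 27 of 55 with 6 lower (31 and 7 adjusted over the list alone) and a median of 0.66 (camera's adjusted p = 1.6e-05, lost with an estimated correlation at unadjusted p = 0.15). The members that differed went both ways. Cyp6d5 was highest in MU12, while Cyp6a13, at 1.52 ± 0.655 CPM in MU12, was below MU26 at 61.8 ± 9.31 CPM but above MU10. Ribosomal protein genes were lower, 46 of 83 with 0 higher (56 and 2 adjusted over the list alone), with a median of -0.30 (camera's adjusted p = 1.1e-05, lost with an estimated correlation at unadjusted p = 0.35). Set against genes of similar expression level, this median was -0.16 (quartiles -0.28 to -0.05).

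Glycolytic genes were higher in MU12, 7 of 13 with 0 lower (8 and 1 adjusted over the list alone), with a median of 0.65 (camera's adjusted p = 0.040, lost with an estimated correlation at unadjusted p = 0.29). Pfk was 41.6 ± 13.5 CPM in MU12 and Tpi 347 ± 130.5, and the call was lost without MU12 replicate 2 (median 0.37, camera's adjusted p = 0.21), without MU17 replicate 2 (adjusted p = 0.064), without strain MU17 (0.11) and with thinning to the smallest total (0.0505). Proteasome genes were higher as well, 13 of 32 with 0 lower (22 higher adjusted over the list alone) and a median of 0.34 (camera's adjusted p = 0.0035, lost with an estimated correlation at unadjusted p = 0.48), among them Prosalpha1 at 57.3 ± 9.59 CPM against at most 43.5 CPM. Without MU12 replicate 1 that median was 0.12 (camera's adjusted p = 0.47), and the adjusted p was 0.054 without strain MU17. Insulin and growth genes were lower, 7 of 22 with 1 higher (the same counts adjusted over the list alone) and a median of -0.20 (camera's adjusted p = 0.034, lost with an estimated correlation at unadjusted p = 0.15). Ilp6, 407 ± 70.5 CPM in MU12, was lower there than in each other strain (edgeR's largest adjusted p = 0.013), and without MU12 replicate 1 the list's adjusted p was 0.18 by camera. In total 419 genes set MU12 apart, 238 higher and 181 lower, or 179 where each log2 difference had to be at least 1 in size, and the count was 264 without MU10 replicate 1, 275 without MU10 replicate 2, 247 without MU12 replicate 2 and 264 without MU17 replicate 2.

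In MU14, the dopamine transporter gene DAT (FBgn0034136, chromosome 2R, 16558567 to 16565238) was at 166 CPM ± 37.7 (SD, n = 3) against at most 0.900 CPM in the other strains, frac (FBgn0035798, chromosome 3L, 7562610 to 7569499) at 95.4 CPM ± 27.6 (SD, n = 3) against at most 0.463 CPM, and CG43133 (FBgn0262607, chromosome X, 18129585 to 18130178) at 33.9 CPM ± 13.0 (SD, n = 3) against at most 0.0424 CPM. The receptor gene mthl8 (FBgn0052475, chromosome 3L, 22428 to 26308) had 0 counts in the 3 MU14 libraries and was at least 123.4-fold higher in each other strain, and CG17109 (FBgn0039051, chromosome 3R, 23095690 to 23097240) was 0.323 CPM ± 0.144 (SD, n = 3) against at least 7.33 CPM. Female germ line markers were higher, 6 of 7 with 0 lower (7 higher adjusted over the list alone), with a median log2 difference of 1.66 (camera's adjusted p = 7.8e-09, lost with an estimated correlation at unadjusted p = 0.0088). Their levels were low in every library, vas at 5.55 CPM ± 1.23 (SD, n = 3) against at most 1.87 CPM and ovo at 5.78 CPM ± 1.27 (SD, n = 3) against at most 2.32 CPM. Salivary gland markers were higher too, 4 of 7 (6 adjusted over the list alone) with a median of 1.63 (camera's adjusted p = 0.0016, lost with an estimated correlation at unadjusted p = 0.14), and their summed level was 105, 32.8 and 38.2 CPM in the 3 libraries. Genes of glycogen and trehalose metabolism were lower, 6 of 10 with 0 higher (8 lower adjusted over the list alone), with a median of -0.69 (camera's adjusted p = 0.0011, lost with an estimated correlation at unadjusted p = 0.12), and so were glycolytic genes, 6 of 13 with 0 higher (8 adjusted over the list alone) and a median of -0.70 (camera's adjusted p = 0.011, lost with an estimated correlation at unadjusted p = 0.22). The trehalase gene Treh was 20.5 CPM ± 5.39 (SD, n = 3) in MU14 against 76.1 ± 24.3 in MU12, and Glyp and Pfk had their lowest means in MU14. Ribosomal protein genes were higher, 27 of 83 with 1 lower (43 and 2 adjusted over the list alone), with a median of 0.20 (camera's adjusted p = 0.0023, lost with an estimated correlation at unadjusted p = 0.49), and the call was lost when strain MU17 was left out (median 0.11, camera's adjusted p = 0.17). In total 177 genes set MU14 apart, 103 higher and 74 lower, or 98 where each log2 difference had to be at least 1 in size, and the count was 110 without MU10 replicate 1, 95 without MU14 replicate 1, 106 without MU14 replicate 2 and 110 without MU17 replicate 1, and 355 without strain MU17, where a gene has 3 pairs to pass instead of 4.

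MU17 was set apart by PsGEF, a guanine nucleotide exchange factor gene (FBgn0264598, chromosome X, 2367121 to 2387664), at 80.2 CPM ± 24.7 (SD, n = 2) against at most 0.164 CPM, and by CG30428 (FBgn0050428, chromosome 2R, 25251927 to 25254535), which had 0 counts and was at least 255-fold higher in each other strain. The metallothionein gene MtnE (FBgn0262146, chromosome 3R, 20534021 to 20534704) was 0.688 CPM ± 0.194 (SD, n = 2) against at least 12.2 CPM. PH4alphaPV, which encodes a prolyl hydroxylase (FBgn0051015, chromosome 3R, 30646106 to 30648551), and CG6788 (FBgn0030880, chromosome X, 17888177 to 17889404) were higher mostly in replicate 1, at 176 and 2.80 CPM and at 429 and 1.65 CPM in the 2 libraries, and edgeR's adjusted p was 0.016 for PH4alphaPV over MU10 and 0.019 for CG6788 over MU26. These were 0.083 and 0.075 without MU10 replicate 1 or 2, and 0.10 and 0.10 without MU26 replicate 1 or 2, and limma-voom gave adjusted p of 0.42 and 0.51. Salivary gland markers were higher in MU17, 7 of 7 (7 adjusted over the list alone), with a median of 2.80 (camera's adjusted p = 1.8e-06, lost with an estimated correlation at unadjusted p = 0.058), and were at 52.7 and 147 CPM in sum against 3.85 to 105 CPM in the other strains. Muscle markers were higher, 5 of 13 with 0 lower (7 adjusted over the list alone) and a median of 0.76 (camera's adjusted p = 0.0023, lost with an estimated correlation at unadjusted p = 0.19). The muscle gene bt was 69.0 CPM ± 7.95 (SD, n = 2) against at most 23.5 CPM, and without MU17 replicate 1 the list's median was 0.50 and its adjusted p 0.17 by camera, while against genes of similar expression level the median was 0.47.

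Immune peptide genes were higher in MU17, with 8 of 15 antimicrobial peptide genes higher and 0 lower (the same counts adjusted over the list alone) and a median log2 difference of 2.56 (camera's adjusted p = 0.0023, lost with an estimated correlation at unadjusted p = 0.26). Of 16 further genes of short immune-induced peptides (bomanins, daishos, baramicins and IM genes), 7 were higher and 0 lower (14 higher adjusted over the list alone), with a median of 4.03 (camera's adjusted p = 0.0023, lost with an estimated correlation at unadjusted p = 0.35). Both calls were lost without MU17 replicate 1, where the medians were 0.49 and 0.18 and camera's adjusted p 0.16 and 0.69. The antifungal peptide gene Drs was 9018 CPM in replicate 1 and 2718 CPM in replicate 2 of MU17, against 679.8 ± 28.6 CPM in MU12 (edgeR's adjusted p = 0.022, and 0.098 without MU17 replicate 1, 0.082 without MU12 replicate 1 and 0.10 without MU12 replicate 2). BomS1, which has near-identical neighbouring copies, was 649 and 8.86 CPM, and Def, an antibacterial defensin gene, 15.8 and 2.37 CPM against at most 0.204 CPM on average elsewhere, with an adjusted p for Def over MU14 of 0.0025 by edgeR's test and 0.084 with limma-voom. Bbd was 1724 ± 1119.6 CPM in MU17 and 343 ± 109.8 in MU26 (edgeR's adjusted p = 0.012, and 0.058 without MU17 replicate 1 and 0.071 without MU26 replicate 1). Haemocyte markers were not called in MU17, with 1 of 8 higher and a median of 0.46.

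**Figure D3:**
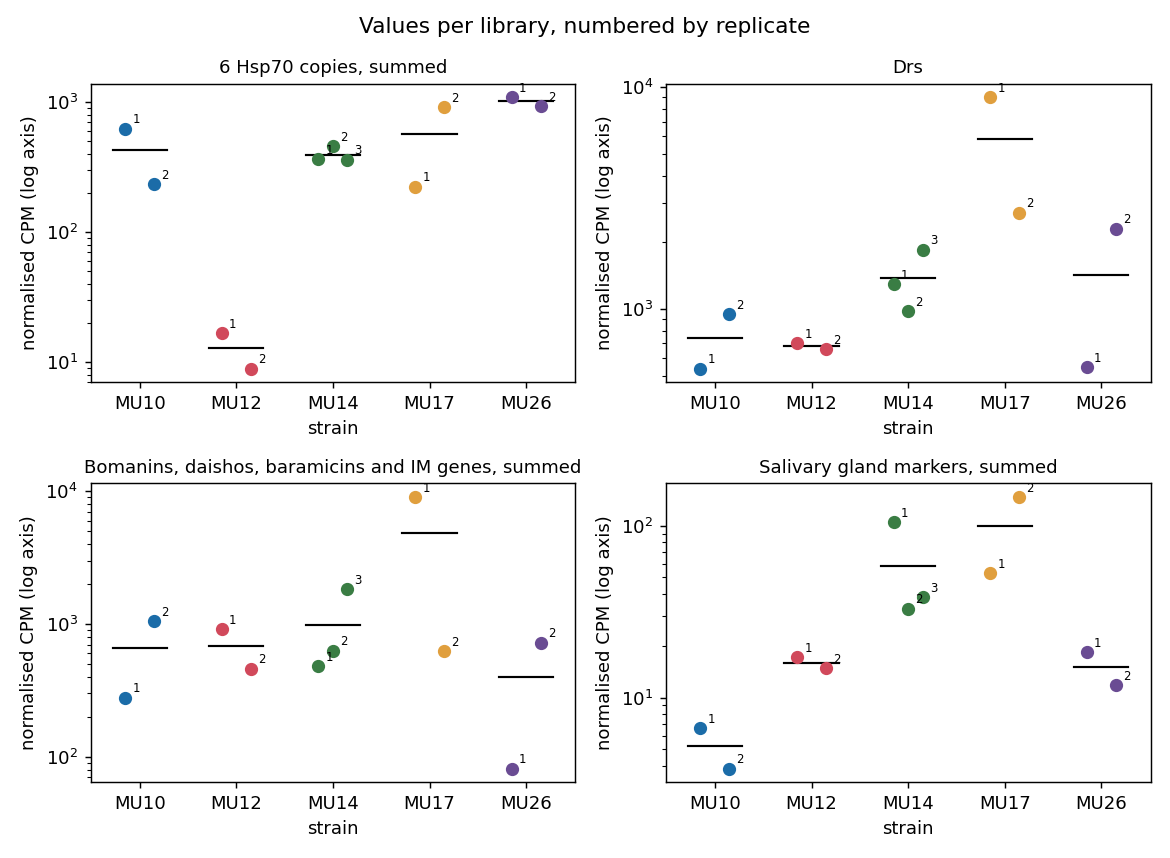
Level in CPM on a logarithmic vertical axis for the sum of 6 Hsp70 copies, Drs, the sum of bomanin, daisho, baramicin and IM genes and the sum of salivary gland markers, with 1 point per library numbered by replicate and a bar at the mean of each strain. The Hsp70 sum is 16.7 and 8.88 CPM in MU12, and the sum of bomanin, daisho, baramicin and IM genes is 9036 CPM in MU17 replicate 1 but 621 CPM in replicate 2.

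Ribosomal protein genes were lower in MU17, 57 of 83 with 0 higher (73 and 1 adjusted over the list alone), with a median of -0.33 (camera's adjusted p = 1.6e-10, lost with an estimated correlation at unadjusted p = 0.21). Genes of oxidative phosphorylation were lower, 16 of 68 with 0 higher (24 lower adjusted over the list alone), with a median of -0.23 (camera's adjusted p = 2.3e-05, lost with an estimated correlation at unadjusted p = 0.25), and SdhA had its lowest mean in MU17 at 10.4 ± 0.456 CPM. The proteasome list was called lower with a median of -0.26 (camera's adjusted p = 0.0023, lost with an estimated correlation at unadjusted p = 0.46), although 0 of its 32 members passed edgeR's test on their own, over all genes or over the list alone. Autophagy genes were lower, 6 of 20 with 0 higher (the same counts adjusted over the list alone), with a median of -0.20 (camera's adjusted p = 0.0087, lost with an estimated correlation at unadjusted p = 0.067). Atg18b was 98.4 CPM ± 9.39 (SD, n = 2) against at least 173 CPM and Atg1 131 CPM ± 25.8 (SD, n = 2) against at least 219 CPM, and both were lower in MU17 than in each other strain (edgeR's largest adjusted p = 0.018 and 0.028). Across genes, which are not independent, the difference of MU17 from the other strains went with gene length at a Spearman correlation of 0.14, against -0.063 to -0.012 in the other strains. Set against genes of similar length the medians in MU17 were -0.24 for ribosomal proteins, -0.14 for oxidative phosphorylation and -0.22 for the proteasome, and against genes of similar expression level -0.06 (quartiles -0.15 to 0.00), -0.19 and -0.14. Without MU17 replicate 2 the autophagy list's adjusted p was 0.057 by camera. In total 247 genes set MU17 apart, 148 higher and 99 lower, or 159 where each log2 difference had to be at least 1 in size, and the count was 159 without MU10 replicate 1 and 146 without MU17 replicate 1.

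In MU26, CG3397 (FBgn0037975, chromosome 3R, 11983098 to 11984541) was at 0.324 CPM ± 0.278 (SD, n = 2) against at least 282 CPM in the other strains. The P450 gene Cyp6a17 (FBgn0015714, chromosome 2R, 14873953 to 14875739) had 0 counts and was at least 35.2-fold higher in each other strain, but it has a near-identical neighbour and its counts are uncertain. CG12896 (FBgn0033521, chromosome 2R, 10426880 to 10427915) was at 241 and 859 CPM in the 2 libraries against a mean of at most 31.5 CPM, CG15894 (FBgn0029864, chromosome X, 6309212 to 6329828) at 11.1 CPM ± 9.38 (SD, n = 2) against at most 0.144 CPM, and CG32302 (FBgn0052302, chromosome 3L, 2268825 to 2269903) at 10.6 CPM ± 10.4 (SD, n = 2) against at most 0.984 CPM. Over MU10 the adjusted p of CG15894 and CG32302 was 0.0010 and 0.0014 by edgeR's test, and 0.055 and 0.095 with limma-voom. Ribosomal protein genes were higher in MU26, 78 of 83 with 0 lower (80 and 1 adjusted over the list alone), with a median log2 difference of 0.47 (camera's adjusted p = 2.8e-17, lost with an estimated correlation at unadjusted p = 0.12), or 0.25 when set against genes of similar expression level. As a share of all counts the list held 6.62% and 6.80% in MU26, 6.88%, 7.37% and 6.89% in MU14 and at most 5.86% in the other strains. The rank of MU26 above MU14 therefore rests on the scaling. Across the strains all 83 tested ribosomal protein genes passed edgeR's test (83 adjusted over the list alone). The neighbouring copies RpS14a and RpS14b are similar enough that their read pairs could be discarded as ambiguous, and RpS14a was at 277 ± 10.997 CPM in MU10 and 750.2 ± 53.2 in MU26. Heat shock genes were higher, 12 of 16 with 0 lower (15 higher adjusted over the list alone), with a median of 1.48 (camera's adjusted p = 6.8e-10, lost with an estimated correlation at unadjusted p = 0.072), and the sum of the Hsp70 copies was 1091 and 932 CPM in the 2 libraries, against 915 CPM in MU17 replicate 2, the highest library of another strain. The 6 near-identical Hsp70 copies are among the 16 members and weigh on the count and the median of the list. Proteasome genes were higher, 8 of 32 with 1 lower (12 and 1 adjusted over the list alone), with a median of 0.29 (camera's adjusted p = 0.0074, lost with an estimated correlation at unadjusted p = 0.51), which was 0.17 without MU26 replicate 2 (camera's adjusted p = 0.17). Without strain MU17 the list's adjusted p was 0.074 by camera, and against genes of similar expression level the median was 0.19.

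Lipid storage genes were higher in MU26, 6 of 19 with 1 lower (8 and 1 adjusted over the list alone), with a median of 0.43 (camera's adjusted p = 0.021, lost with an estimated correlation at unadjusted p = 0.24). Lsd-1 was 3181 CPM ± 379 (SD, n = 2) and the acyl-CoA oxidase gene Acox57D-p 74.5 CPM ± 46.4 (SD, n = 2) in MU26, and the call was lost without MU26 replicate 2 (median 0.11, camera's adjusted p = 0.39) or MU17 replicate 2 (adjusted p = 0.057). Against genes of similar expression level the median of the list was 0.22 (quartiles -0.19 to 0.58). P450 genes were lower, 16 of 55 with 3 higher (21 and 3 adjusted over the list alone), with a median of -0.62 (camera's adjusted p = 0.0082, lost with an estimated correlation at unadjusted p = 0.31), with Cyp4ac2 at 0.101 ± 0.0533 against at least 1.45 CPM (adjusted p for MU12 over MU26 0.0023 by edgeR's test and 0.080 with limma-voom). Without MU26 replicate 1 that median was -0.29 (camera's adjusted p = 0.17). Haemocyte markers were lower, 5 of 8 with 0 higher (the same counts adjusted over the list alone), with a median of -1.01 (camera's adjusted p = 0.0082, lost with an estimated correlation at unadjusted p = 0.19), with PPO2 at 4.99 ± 1.63 and eater at 2.86 ± 0.465 CPM, and camera's adjusted p was 0.074 without MU26 replicate 1. The respiratory chain gene SdhA was 46.9 CPM ± 0.102 (SD, n = 2) against at most 17.5 CPM and set MU26 apart (edgeR's largest adjusted p = 3.5e-05). In total 281 genes set MU26 apart, 125 higher and 156 lower, or 149 where each log2 difference had to be at least 1 in size, and the count was 163 without MU10 replicate 1, 154 without MU10 replicate 2 and 151 without MU26 replicate 1.

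**Figure D4:**
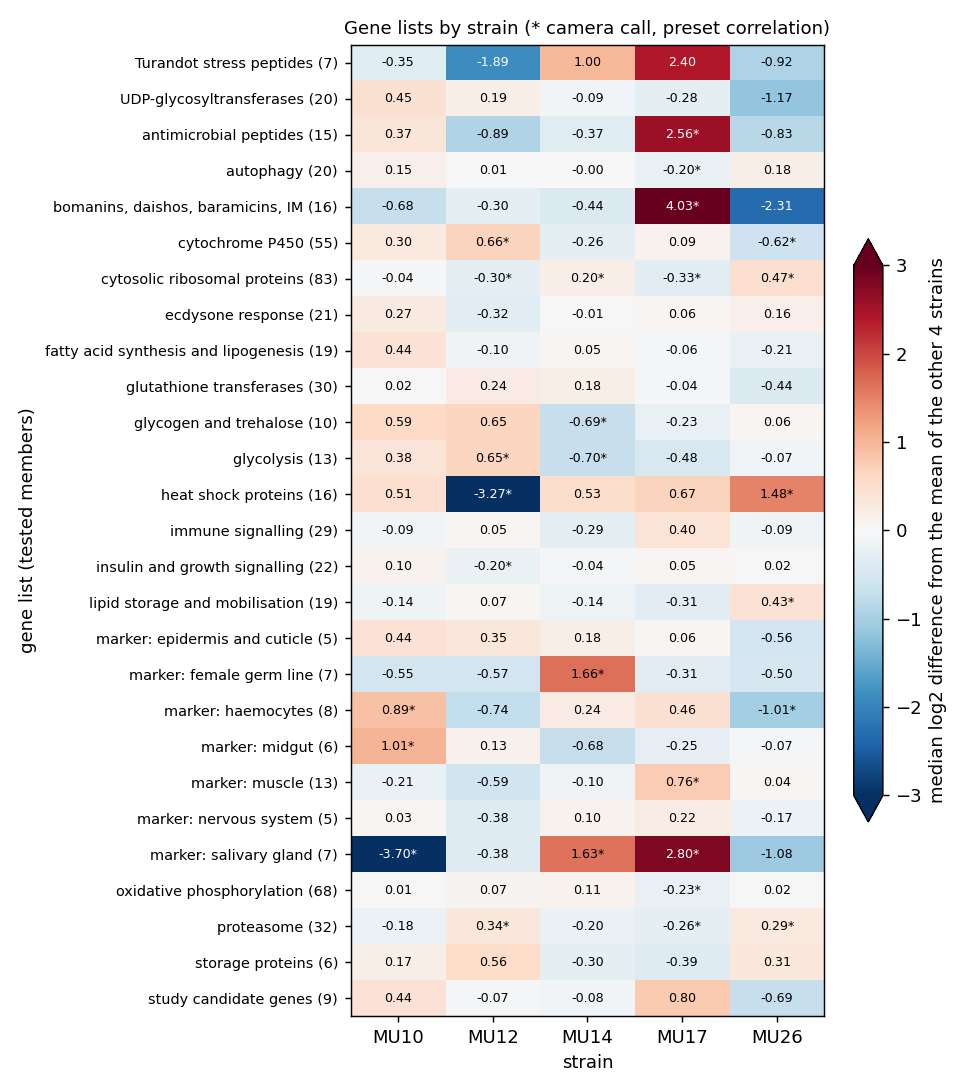
Median log2 difference of each gene list (vertical axis, number of tested members in brackets) between a strain (horizontal axis) and the mean of the other 4 strains, coloured from blue for lower to red for higher, with a star where camera called the list at its preset correlation. The lowest starred median is -3.70 for salivary gland markers in MU10 and the highest is 4.03 for bomanins, daishos, baramicins and IM genes in MU17.

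The glutathione transferase, UDP-glycosyltransferase, immune signalling, lipogenic, ecdysone response and Turandot lists were not called in any strain, and over all tested genes 48.3% passed edgeR's test across strains. Of the glutathione transferase genes 22 of 30 passed edgeR's test across strains (24 adjusted over the list alone), with GstD6 at 13.1 CPM ± 5.39 (SD, n = 2) in MU12 and at most 0.600 CPM elsewhere, although the GstD and GstE copies are similar in sequence and their counts uncertain. UDP-glycosyltransferase genes passed in 15 of 20 cases (17 adjusted over the list alone), with Ugt302K1 at 3.08 CPM ± 0.859 (SD, n = 2) in MU12 and at most 0.154 CPM elsewhere and Ugt49C1 at 9.73 CPM ± 2.26 (SD, n = 2) in MU12 and at most 1.02 CPM elsewhere. For immune signalling 14 of 29 passed (14 adjusted over the list alone), with pirk, a negative regulator of the Imd pathway, at 119.9 CPM ± 17.7 (SD, n = 2) in MU26 and 8.35 ± 5.05 in MU12. Lipogenic genes passed in 10 of 19 cases (10 adjusted over the list alone), ecdysone response genes in 8 of 21 (8 adjusted over the list alone), with Cth at 94.0 CPM ± 7.93 (SD, n = 2) in MU26 against at least 270.0 CPM, and Turandot stress peptide genes in 4 of 7 (5 adjusted over the list alone). Turandot copies are similar in sequence, and TotF was at 9.76 and 0 CPM in the MU17 libraries. Over the lists called in single strains, the counts passing across all strains were 41 of 55 P450 genes (43 adjusted over the list alone), 15 of 16 heat shock genes (15), 10 of 13 glycolytic genes (12), 8 of 10 glycogen and trehalose genes (9), 10 of 22 insulin and growth genes (12), 8 of 19 lipid storage genes (8), 15 of 32 proteasome genes (20), 17 of 68 oxidative phosphorylation genes (7), 7 of 20 autophagy genes (7), 5 of 15 antimicrobial peptide genes (4) and 4 of 16 bomanin, daisho, baramicin and IM genes (2).

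Markers of other tissues were examined because dissected fat body can carry their RNA. Salivary gland, female germ line and haemocyte markers passed edgeR's test across strains in 7 of 7, 7 of 7 and 7 of 8 cases (7, 7 and 7 adjusted over the list alone), and 0, 0 and 1 of them reached 10 CPM in every strain. Midgut and muscle markers passed in 4 of 6 and 4 of 13 cases (4 and 1 adjusted over the list alone), with 2 and 1 at 10 CPM in every strain. Of the epidermis and cuticle markers 2 of 5 passed (2 adjusted over the list alone), and Cpr49Ac was expressed at 3328 ± 620.1 CPM or more in every strain. The nervous system markers passed in 1 of 5 cases (1 adjusted over the list alone), the calcium channel gene cac at 19.2 CPM ± 2.94 (SD, n = 2) in MU26 and 2.23 ± 1.33 in MU12 (edgeR's log2 difference 3.11 ± 0.51 (SE), adjusted p = 0.0031). Of the 2 testis markers tested both passed, with Mst87F at 46.6 CPM ± 26.2 (SD, n = 2) in MU26 and 7.53 ± 0.913 in MU10 (edgeR's adjusted p = 0.0064, and 0.058 without MU10 replicate 1), and of the 2 Malpighian tubule markers 1 passed (2 adjusted over the list alone), tsh at 10.9 CPM ± 3.03 (SD, n = 2) in MU17 and 4.43 ± 0.723 in MU26 (edgeR's adjusted p = 0.0087, and 0.059 without MU26 replicate 2). The prothoracic gland marker sro was 93.8 CPM ± 2.08 (SD, n = 2) in MU10 and 50.8 ± 25.2 in MU12 (edgeR's adjusted p = 0.19 across strains). The male dosage compensation gene msl-2 was between 6.49 ± 0.450 and 8.27 ± 1.77 CPM and did not pass (edgeR's adjusted p = 0.53 across strains).

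The candidate genes of the study were examined last. Of the 9 tested candidate genes 6 passed edgeR's test across strains (6 adjusted over the list alone). Fezzik (fiz; FBgn0030594, chromosome X, 14906334 to 14909708), an oxidoreductase gene, was lower in MU14, at 3.20 CPM ± 1.33 (SD, n = 3), than in each other strain, where it was at least 52.8 CPM (edgeR's largest adjusted p = 0.00047). The P450 gene Cyp9b2 was 315 CPM ± 111 (SD, n = 2) in MU17 and 42.0 CPM ± 5.48 (SD, n = 2) in MU26 (edgeR's log2 difference 2.91 ± 0.31 (SE), adjusted p = 0.00062), and Cyp28d1 was 806 CPM ± 163 (SD, n = 2) in MU12 and 154 CPM ± 14.7 (SD, n = 2) in MU17 (edgeR's adjusted p = 0.022, and 0.076 without MU12 replicate 2, 0.079 without MU17 replicate 1 and 0.12 without MU17 replicate 2). The glutathione transferase gene Mgstl was higher in MU17, at 68.7 CPM ± 0.942 (SD, n = 2), than in each other strain (edgeR's largest adjusted p = 0.036), and its adjusted p over MU12 was 0.022, or 0.072 without MU12 replicate 1, 0.059 without MU17 replicate 1 and 0.073 without MU17 replicate 2 by edgeR's test. The splicing regulator gene heph was 10.2 CPM ± 2.24 (SD, n = 2) in MU17 and 4.32 CPM ± 0.511 (SD, n = 2) in MU26 (edgeR's log2 difference 1.24 ± 0.22 (SE), adjusted p = 0.0058). The neighbouring homeobox copies vis and achi are near-identical and uncertain, at 0.975 ± 0.180 and 1.29 ± 0.149 CPM in MU17 and 0.0723 ± 0.0638 and 1.54 ± 0.715 CPM in MU12. ACC, the acetyl-CoA carboxylase gene, and Baldspot, a fatty acid elongase gene, did not pass across strains (edgeR's adjusted p = 0.33 and 0.097). As a list the candidates were not called in any strain, and in MU26 4 of 9 were lower and 0 higher, while in MU17 4 were higher and 0 lower. A further candidate, Dlish, was not analysed here.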

Values the study reported

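The study gave 8,415 genes in its results and 8,419 in its methods for its fat body comparison, and reported that 5,817, about 70%, differed in expression between some pair of strains. Between 1,741 and 2,598 genes differed in a single pair, and between 237 and 521 genes distinguished 1 strain from all the rest. Of the reads of a sample, 92.4 to 98.5% mapped to protein-coding regions.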

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

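All alternatives given here were planned. No named gene and no called gene list changed direction under the alternatives that were run for it. Lists that were not called were not followed, and lists were not tested with DESeq2. With upper-quartile scaling the larger part of the called genes changed side in 3 pairs, from 49.5% to 60.4% higher in MU14 against MU17, from 55.0% to 49.0% higher in MU10 against MU26 and from 50.5% to 47.2% higher in MU12 against MU17. RLE factors, DESeq2 and leaving out the 20 most abundant genes moved the share by at most 2.30 points. This also carried pairs near 50% across it, such as MU14 against MU17 at 50.4%, 51.3% and 50.9%. In the other pairs that the text gives without this scaling the share moved from 48.6% to 42.5% higher in MU10 against MU12, from 48.6% to 40.1% higher in MU10 against MU17, from 52.6% to 52.2% higher in MU12 against MU26 and from 53.3% to 55.7% higher in MU17 against MU26. Of the results that answer a comparison, 338 of the values under alternatives stayed within 1.5 times of the main count or on the same side of their test and 68 did not. For named genes 2824 values stayed on the same side of the threshold, 166 lost the call and 7 gained it, and for gene lists 529 stayed and 23 lost it. DESeq2 gave 5016 genes across strains and 5816 in at least 1 pair, 5023 of them shared with edgeR's list, 1761 to 2598 per pair and 237 to 524 setting a strain apart. Requiring an absolute log2 difference of at least 1 by construction left fewer genes, 2781 in at least 1 pair, and in the pairs, in the order MU10 and MU12, MU10 and MU14, MU10 and MU17, MU10 and MU26, MU12 and MU14, MU12 and MU17, MU12 and MU26, MU14 and MU17, MU14 and MU26, and MU17 and MU26, 803, 889, 899, 709, 1054, 975, 1101, 729, 804 and 933, with 83, 179, 98, 159 and 149 setting MU10, MU12, MU14, MU17 and MU26 apart. Without strain MU17 a gene had fewer pairs to pass in every strain, and 355 genes set MU14 apart. The counts of the other strains stayed within 1.5 times. The pair with MU17 had the fewest calls of the pairs of MU14 (1395), and why the MU14 count rose more was not tested. Camera called 43 combinations of list and strain without a filter, where the cause was not tested, and 0 with an estimated correlation, which widens the test by its construction. With the replicate number as a block, 913 genes differed between MU14 and MU17 and 1045 between MU14 and MU26. The numbers did not meet the criterion for pairing, a correlation of deviations over 0.1 in every pair of strains, which held in 5 of 10 pairs. The correlation was 0.06 to 0.27 in the pairs among MU10, MU12, MU14 and MU26 and -0.30 to -0.03 in the pairs with MU17, so a shared source of replicates in the former 4 strains stays open.

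Leaving out 1 library at a time leaves its strain, other than MU14, with 1 library that is assumed to vary like the others. The ranges were 3133 to 4008 genes across strains, 4048 to 4850 in at least 1 pair, 746 to 1667 for MU10 and MU12, 589 to 1691 for MU10 and MU14, 658 to 1690 for MU10 and MU17, 538 to 1447 for MU10 and MU26, 1341 to 2235 for MU12 and MU14, 905 to 1810 for MU12 and MU17, 1307 to 2056 for MU12 and MU26, 674 to 1532 for MU14 and MU17, 829 to 1763 for MU14 and MU26, 973 to 1922 for MU17 and MU26, and 64 to 160 for MU10, 247 to 414 for MU12, 95 to 168 for MU14, 146 to 230 for MU17, 151 to 283 for MU26 setting the strain apart. Camera's calls ranged from 29 to 41, and the difference between distances of different and the same strain from 43.9 to 49.2. Between MU12 and MU10, with 2 libraries each, 64 of 100 simulated 2-fold changes were recovered. The simulated changes were in genes with a mean of at least 10 CPM, so this share does not cover genes of lower level.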

Other observations

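The tests on heat shock genes, immune peptides and ribosomal protein genes were chosen after the results were seen, and the matching by level and length was changed after its first result. The limits for genes on or off in 1 strain were also chosen after the data were seen, and the test on neighbouring genes before its result was seen. With below 0.5 CPM taken as off and at least 10 CPM as on, 21 genes were on in a single strain, and 20 of these also set that strain apart by edgeR's test. MU12 had 9 of them, including the developmental transcription factor gene ss, Dpp10 at 36.9 ± 5.26 CPM against at most 0.274, unc at 43.7 ± 17.2 CPM against at most 0.319 and NijB at 18.1 ± 0.173 CPM against at most 0.156 (SD, n = 2). MU17 had 6, among them fipi at 12.3 ± 0.0829 CPM against at most 0.201 and tbc at 21.2 ± 13.4 CPM against at most 0.416 (SD, n = 2), MU14 had 4, among them CG4945 at 26.3 ± 5.90 CPM against at most 0.193 (SD, n = 3), and MU10 and MU26 had 1 each, CG10738 and CG15894. Where every library of the strain had to reach 10 CPM, 6 remained in MU12, 3 in MU17, 4 in MU14, 1 in MU10 and 0 in MU26, and PH4alphaPV, CG9928 and Jon65Aii were the 3 lost in MU17. Another 6 genes were off in a single strain and on in the other 4, among them CG31780 in MU10, CG4250 and Hsp70Bb in MU12, and CG15293 and CG3397 in MU26, of which CG31780 and Hsp70Bb have near-identical copies and are uncertain. On chromosome 4, 23 of 71 tested genes (32.4%) set some strain apart, against 12.8% to 15.9% on the X chromosome and the arms of chromosomes 2 and 3, and this difference was not tested.

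Heat shock genes were lower in MU12, with a median log2 difference of -3.27 over 16 genes. The 10 members other than the Hsp70 copies had a median of -1.30 with an upper quartile of -0.72, 6 of them lower and 0 higher by edgeR's test, and medians of -1.001 and -1.72 in the 2 MU12 libraries, which argues against reads shared among the copies as the whole source. After each member was set against 50 genes of similar expression level the median was -3.28, which argues against a trend with level, and it was -3.26 under the first form of the matching described with the ribosomal genes. Neither the labels nor the methods say whether handling or temperature at dissection differed between strains. Such a difference was not tested and stays open beside a difference of the strain itself.

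Immune peptide genes were higher in 1 of the 2 libraries of MU17, with a median log2 ratio of replicate 1 to replicate 2 of 3.15 over 31 peptides. The 8 haemocyte markers had a median ratio of 0.28, which argues against haemocyte RNA in that library. In replicate 1, 28 of the peptides lay above every library of the other strains, and 8 did in replicate 2. A difference of the strain and an infection or wound among the larvae of that pool were not tested and stay open.

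Ribosomal protein genes were higher in MU26, with a median log2 difference of 0.47 over 83 genes and of 0.46 when set against genes of similar length, which argues against a length bias. Set against genes of similar expression level it was 0.25, so genes of that level moved the same way by a median of 0.19 (quartiles 0.11 and 0.25). After the matching 81 of the 83 genes stayed above 0 (quartiles 0.18 and 0.37). The 83 genes are correlated (camera's estimated correlation 0.55), so that count shows 1 shift of the group and not 83 separate ones. How much of the pattern is the trend and how much a change of this group cannot be told apart, because the quartiles of the trend lie on both sides of 0.23, the size that was set to decide. A first form of this matching let list members stand among the 50 matched genes and gave 0.12, which would have favoured the trend, and both the matching, in which the group served as its own background, and the rule that decides, now based on quartiles, were changed after that value was seen. A difference in growth between the strains was not tested and stays open.

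Genes that set a strain apart may lie next to each other on the chromosome because linked variants act on nearby genes. Among neighbouring tested genes at least 5 kb apart, 9 pairs shared strain and direction, against a mean of 4.42 and a highest value of 14 in 10000 shuffles of the calls along each chromosome arm (permutation p = 0.036, 1-sided). With any gap there were 92 pairs against a mean of 23.02 (permutation p = 1e-04, the smallest these shuffles can give), a count that overlapping transcripts can raise. Linked variants acting on nearby genes would give such an excess at 5 kb or more. The shuffles took no account of gene families or gene spacing, so other sources of neighbouring calls cannot be told apart from it. No variant was examined.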
